A study of Apeltes quadracus with 85 samples. Its data were reported in "Evolution of stickleback spines through independent cis-regulatory changes at HOXDB" (2022).

How the data were processed

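RNA-seq libraries were made from 8 dissected tissues of 11 fry of laboratory clutches of Apeltes quadracus from Louisbourg (4 H/L, 3 H/LHR and 4 L/LHR fish). Libraries were prepared with a stranded mRNA kit and sequenced as read pairs on an Illumina NovaSeq. Per the study's methods, the authors trimmed reads with Cutadapt through TrimGalore and mapped them with STAR in 2-pass mode. The reference was a linked-read assembly of a Louisbourg fish with 4 dorsal spines, scaffolded by RaGOO along Gasterosteus into chromosomes 1 to 21 and an unplaced sequence. The authors recalibrated base qualities and called variants with GATK, and counted the reads of each allele with GATK's ASEReadCounter. The deposited files give raw counts of reads per allele at each listed single-nucleotide variant of 1 library, with no normalization and no gene annotation. Homozygous sites are listed as well. Duplicate removal and any filter against mapping bias were not given in the sources used here. Fish of the L/L genotype that the study also sequenced were not part of these 85 libraries.

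Library depth is the sum of allele-counted reads over all listed sites and ranged from 2.15 to 46.6 M (mega) reads. A read that covers several listed sites counts at each of them, so this depth is not a number of sequenced reads. At the variant tested for each gene and genotype, a tissue had 0 to 201 reads summed over the fish, which limits the precision of each allele share. Shares are given with exact 95% binomial intervals (Clopper-Pearson), and a count of 0 is given with the share that 3 reads would make. The share of reads from the reference allele in a library, as the mean over heterozygous sites with at least 20 reads, ranged from 55.9% to 64.3% with a median of 61.3%. This measure replaced a read-weighted share (52.8% to 65.2%, median 58.9%) after both had been seen, and the read-weighted share was kept as an added alternative.

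The comparisons, tests, control tissue, filters and most alternatives were fixed before the data were examined. The haplotype carrying each allele was read from the genotype in which the site was homozygous (at least 95% of at least 20 reads from 1 allele). Reads of each haplotype were summed over the fish of a genotype and compared between a tissue and AF with Fisher's exact test, two-sided. The effect is the log2 allele ratio in the tissue minus that in AF, with 0.5 in place of a summed count of 0. The test and the control follow the study's methods. The study describes 0.5 in place of each allele count of 0 for statistics as well, in its Gasterosteus data, and this step per fish, with the sums rounded for Fisher's exact test, was added as an alternative after the results were seen. All 34 tests formed 1 family for Benjamini-Hochberg adjustment, and a tissue with under 12 summed reads was not called. Genotypes were compared by exact permutation of the genotype over the change per fish, with 0.5 added to each count. Read levels are the reads of both alleles at a variant per M allele-counted reads of the library, abbreviated RPM. They were compared with AF by permutation of signs within fish, adjusted over 21 tests.

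In the scans a site was tested when it was heterozygous in each fish of the genotype in at least 1 tissue (minor allele share of at least 10% and at least 2 reads in a library with at least 10 reads). It also needed more than 12 reads per fish over the pair of tissues and an overall minor allele share over 5%. edgeR 4.0.16 in R 4.3.3 fitted counts of both alleles with a term per library, a term for the allele and the allele by tissue coefficient, and a quasi-likelihood F-test at an FDR of 0.05. Fish were compared as replicates without a block, and the alternative with a block added allele by fish terms, since tissues with the same replicate number come from the same fish. Sites within 10 kb were merged into loci. The sites named in the text are the 3 variants that the study names, informative sites from 3 kb before to 3 kb after them, and up to 3 loci per DS3 scan with the smallest p among those past the FDR with the same direction in every fish. Sites named outside this rule are marked as chosen after their values were seen.

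The scan was tested on simulated data, in which the DS3 counts of 200 sites per genotype were changed. Without the block edgeR recovered 36.5% of them in H/L, 1.50% in H/LHR and 21.0% in L/LHR fish, with 0 false calls. With the block it recovered 73.0%, 54.0% and 65.5%, with 4, 5 and 1 false calls. Other alternatives were DESeq2 1.42.0, Fisher's exact test per site, a minimum of 20 reads or none, an FDR of 0.01, each fish left out in turn, other control tissues, other pseudocounts, an exact Mantel-Haenszel test and a sign-flip test over fish, a beta-binomial test, correction for the reference share, other informative sites and other denominators of the read level. Computations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. DS4 of L/LHR fish was left out of the scans and of the called tests because 1 fish had it (11 reads from L and 10 from LHR at HOXD9B).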

Results

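Allele-specific expression was measured by RNA-seq in fry of the stickleback Apeltes quadracus that carry 2 different haplotypes of the HOXDB gene cluster. The haplotypes are H, from fish with a high number of dorsal spines, L, from fish with a low number, and LHR, a recombinant between L and H. The 85 libraries come from 11 fish, of which 4 were H/L, 3 were H/LHR and 4 were L/LHR. Up to 8 tissues were taken from each fish, namely dorsal spines 1 to 4 (DS1 to DS4), the blank pterygiophore (Pter, a dorsal bone that bears no spine), the last dorsal spine (DSL), the dorsal fin (DF) and the anal fin (AF). DS4 was missing from L/LHR replicates 2, 3 and 4. A replicate number within a genotype stood for 1 fish in all of its tissues. Each of the 85 libraries matched its own fish best at sites where the genotype calls of the fish differ. The lowest match was 98.9% to its own fish, and the highest match was 65.4% to another fish. The calls of a fish came from all of its libraries summed, the compared one included, which raises the match to its own fish.

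The libraries held 2.15 to 46.6 M (mega) allele-counted reads summed over the listed sites, with a median of 35.2 M. A read counts at each site that it covers. Under 10 M reads were found in 6 libraries. These were DS1 of H/L replicate 1 (2.15 M), DS4 of H/L replicate 3 (2.69 M), DSL of H/L replicate 3 (4.78 M), DS3 of L/LHR replicate 2 (5.0 M), DSL of H/L replicate 4 (7.43 M) and DS1 of H/L replicate 3 (9.32 M). Between 138439 and 441352 single-nucleotide sites were listed per library, 513939 sites were listed in at least 1 library, and 69571 were listed in all 85.

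Genotype similarity over 26867 sites was used to split the 11 fish into 2 clusters, a number that was set and not found from the data. The clusters did not follow the HOXDB genotype. H/LHR replicates 1 and 2 and L/LHR replicate 1 formed one cluster, and the other 8 fish formed the second. Fish of the same cluster shared 49.3% to 59.9% of genotype calls, and fish of different clusters shared 37.2% to 49.1%, so these ranges nearly meet. Reads summed over fish do not weight the clusters equally in a tissue and in AF, so changes per fish are given beside them. The labels give no sequencing batch.

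The HOXDB comparisons rest on 3 single-nucleotide variants on chromosome 6 of the study's own Apeltes assembly, which the study places in 3′ untranslated regions. The variant at 16020516 lies in HOXD11B and separates H from L and LHR. The variants at 16027923 and 16028519 lie in HOXD9B. The first of this pair separates LHR from H and L, and the second separates L from H and LHR. No gene annotation of this assembly was at hand, so the gene names rest on the study. All changes below are differences in log2 allele ratio between a tissue and AF, over reads summed across the fish of a genotype, with the first haplotype of the genotype name in the numerator. Intervals are exact 95% binomial intervals (Clopper-Pearson). Intervals and limits cover counting error only, since reads from PCR-amplified libraries are not independent molecules. Tests are two-sided.

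The comparison of DS3 with AF in H/L fish asks whether the H and L haplotypes differ in cis in the third dorsal spine. At the HOXD9B variant, 7 reads came from H and 69 from L in DS3, an H share of 9.21% (3.78% to 18.1%). In AF the counts were 69 and 92, an H share of 42.9% (35.1% to 50.9%). The log2 ratio of H to L fell by 2.89 (Fisher's exact test, p = 5.20e-08; adjusted p = 1.52e-06 over 34 tests of all tissues, genotypes and genes). Computed per fish, the change was -2.84 ± 1.64 (SD, n = 4), and it was negative in 4 of 4 fish. The alternative that moved the size of this change most was the site at 16028921 in place of the named variant, where the log2 ratio fell by 1.78 (Fisher's exact test, p = 0.0188).

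At the HOXD11B variant in H/L fish, 0 of 41 reads in DS3 came from H, which allows an H share of up to 7.32%. In AF the counts were 23 from H and 55 from L, an H share of 29.5% (19.7% to 40.9%). With the H count in DS3 set to the floor of 3 reads over the group, the log2 change was -2.41. The AF ratio was taken as measured, without its error, so this is not a strict lower bound on the fall. With 0.5 in place of 0 reads the change was -5.10. The exact test gave p = 1.80e-05 (adjusted p = 2.04e-04). The change per fish, with 0.5 added to each count, was -3.16 ± 0.53 (SD, n = 4), lower in 4 of 4 fish.

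The same comparison in H/LHR fish asks whether the recombinant haplotype differs from H as L does. In DS3 the HOXD9B variant had 2 reads from H and 47 from LHR, an H share of 4.08% (0.498% to 14%). In AF it had 31 and 34, an H share of 47.7% (35.1% to 60.5%). The log2 ratio fell by 4.42 (exact test, p = 8.94e-08; adjusted p = 1.52e-06), and per fish it changed by -3.77 ± 1.00 (SD, n = 3), lower in 3 of 3 fish. At the HOXD11B variant 1 read came from H and 47 from LHR in DS3, an H share of 2.08% (0.0527% to 11.1%). AF had 10 and 22 reads, an H share of 31.3% (16.1% to 50.01%). The log2 ratio fell by 4.42 (exact test, p = 3.08e-04; adjusted p = 0.00209), and per fish it changed by -3.29 ± 1.00 (SD, n = 3), lower in 3 of 3 fish. A sign-flip test over fish cannot go below p = 0.125 with 4 fish or p = 0.25 with 3, and the changes at both variants in H/L and H/LHR fish were at these exact permutation limits.

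The L/LHR fish show whether the L and LHR haplotypes differ from each other. L and LHR share their base at the HOXD11B variant, so HOXD9B alone could be measured. In DS3, 37 reads came from L and 40 from LHR, an L share of 48.1% (36.5% to 59.7%). In AF the counts were 50 and 28, an L share of 64.1% (52.4% to 74.7%). The change of -0.95 did not pass 0.05 (exact test, p = 0.0527; adjusted p = 0.202). Per fish it was -1.29 ± 1.15 (SD, n = 4), lower in 3 of 4 fish, and close to the spread between fish. The largest of these changes, -2.70 in replicate 2, rests on 0 reads from L and 2 from LHR in DS3. Single fish decided the side of the threshold before adjustment. Without replicate 1 the change was -1.28 (exact test, p = 0.0254), without replicate 2 it was -1.18 (exact test, p = 0.0409), and without replicate 4 it was -0.30 (exact test, p = 0.697).

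**Figure D1:**
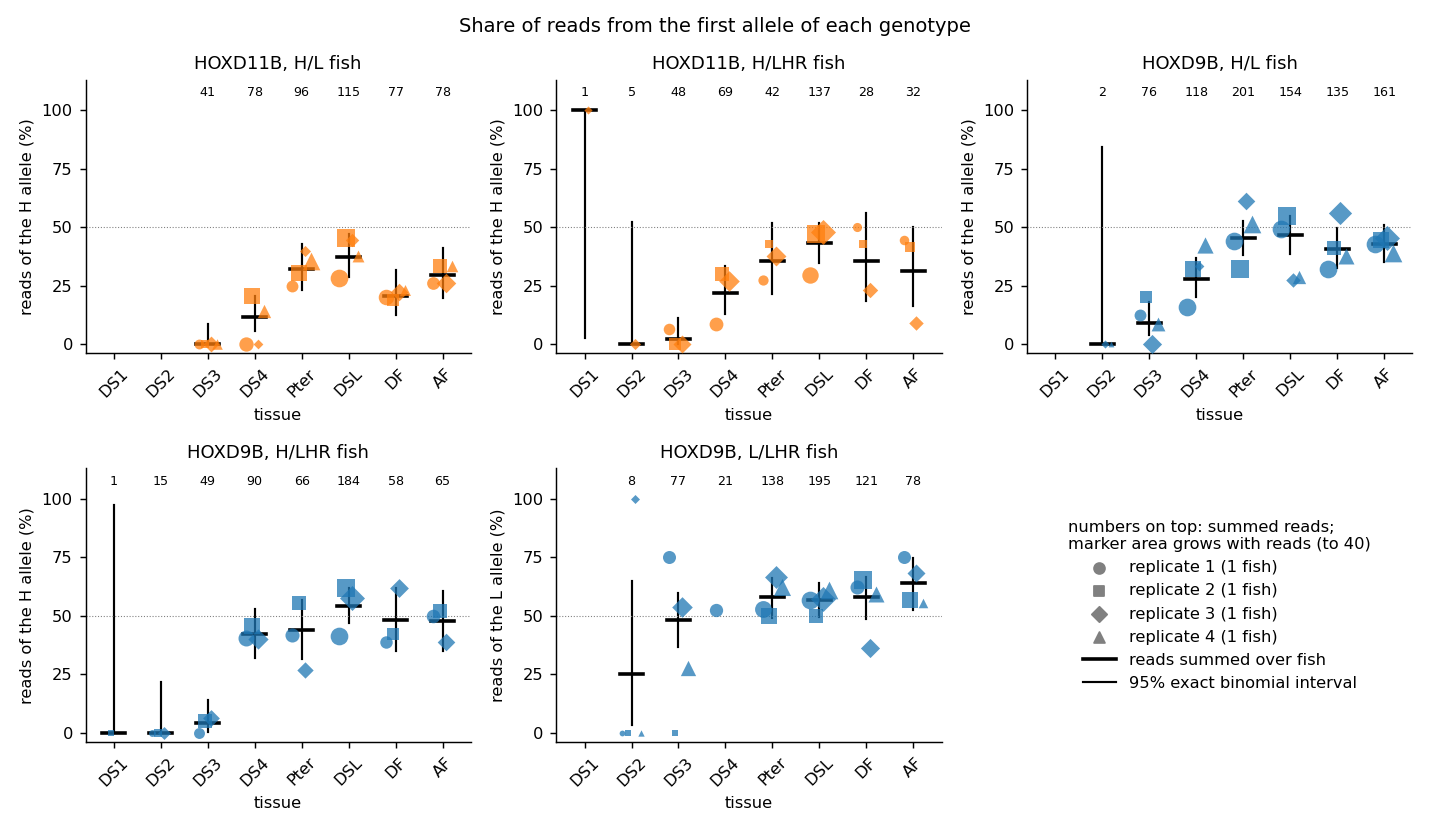
Share of reads from the first haplotype of each genotype (y axis, percent) in each tissue (x axis) at the named variants, with a point for each fish, a black line for the reads summed over fish and a vertical bar for their exact 95% binomial interval. In DS3 the H share was 9.21% and 0 in H/L fish and 4.08% and 2.08% in H/LHR fish, against 29.5% to 47.7% in AF, while the L share in DS3 of L/LHR fish was 48.1%.

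The difference between genotypes was also tested directly on the changes per fish. At the HOXD9B variant at 16027923 the mean change was -3.77 ± 1.00 in H/LHR fish (SD, n = 3) and -1.29 ± 1.15 in L/LHR fish (SD, n = 4). The difference of -2.48 did not pass 0.05 (exact permutation test over 35 arrangements, p = 0.0571; smallest possible p = 0.0286). It includes L/LHR replicate 2, which had 2 reads in DS3, and was -2.95 without this fish. The fish clusters leave too few fish for a test within each. In the first cluster the mean was -4.28 for 2 H/LHR fish and 0.00 for 1 L/LHR fish, and in the second it was -2.75 for 1 H/LHR fish and -1.72 for 3 L/LHR fish. At the HOXD11B variant the mean change was -3.16 ± 0.53 in H/L fish (SD, n = 4) and -3.29 ± 1.00 in H/LHR fish (SD, n = 3), a difference of 0.13 that was smaller than the spread between fish (exact permutation test, p = 0.914). All 4 H/L fish were in the second cluster, where the 1 H/LHR fish had a change of -2.48.

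Across the other tissues, 1 of the tests that did not involve DS3 passed an adjusted p of 0.05. This was HOXD9B in DS2 of H/LHR fish, and it is named here after its values were seen. In DS2, 0 of 15 reads came from H, which allows an H share of up to 20.0%, against 47.7% in AF. At the floor of 3 reads over the group, with the AF ratio taken as measured, the log2 change was -1.87 (exact test on the reads, p = 2.76e-04, adjusted p = 0.00209). The change was negative in 3 of 3 fish. Without replicate 3 it no longer passed after adjustment (exact test, p = 0.0134; adjusted p = 0.0659). With 0.5 in place of each fish's count of 0 before summing, it did not pass either (change of -3.19; exact test, p = 0.0109; adjusted p = 0.0581). In DS4 of H/L fish the HOXD9B share of H was 27.97% (20.1% to 37.0%) and the log2 ratio changed by -0.95 (exact test, p = 0.0120; adjusted p = 0.0581; lower in 3 of 4 fish). The HOXD11B share of H there was 11.5% (5.41% to 20.8%) and the log2 ratio changed by -1.68 (exact test, p = 0.00923; adjusted p = 0.0523; lower in 4 of 4 fish). These 2 changes in DS4 failed the adjustment over 34 tests and passed it over the 25 tests with at least 12 reads in the tissue (adjusted p = 0.0428 and 0.0385). Leaving out fish moved them too. In this paragraph, leaving out a replicate number removed the fish with that number from every genotype before the adjustment. With fish as strata in an exact Mantel-Haenszel test, HOXD11B in DS4 of H/L fish passed (exact p = 0.00538; adjusted p = 0.0305). It also passed without replicate 2 (change of -2.58; exact p = 0.00442; adjusted p = 0.0315), where DS2 of H/LHR fish had 11 reads and was under the minimum for a call. HOXD9B in DS4 passed without replicate 4 (change of -1.46; exact p = 0.00172; adjusted p = 0.00975). Without replicate 1 both changes were smaller and neither passed. They were -0.33 for HOXD9B (exact p = 0.535) and -1.10 for HOXD11B (exact p = 0.122; adjusted p = 0.520). Over the alternatives with all 34 tests or those of DF as control, the adjusted p in DS4 ran from 0.0305 to 0.520 for HOXD11B and from 0.00975 to 1.00 for HOXD9B. In L/LHR fish the DS2 counts at HOXD9B were 2 from L and 6 from LHR (exact test, p = 0.0534; adjusted p = 0.202). DS1 had at most 1 read per variant and genotype. No difference from AF was detectable in DS4 of H/LHR fish (exact test, p = 0.517 for HOXD9B and 0.329 for HOXD11B), or in Pter, DSL and DF of any genotype at either gene (exact test, p = 0.238 to 1.00).

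The change in DS3 was not limited to the named variants. In the window from 16017516 to 16031519 on chromosome 6, each informative site was assigned to the gene of the nearest named variant. In H/L fish the H share was lower in DS3 than in AF with p under 0.05 (exact test) at 2 of 2 HOXD11B sites (changes of -5.10 to -2.40) and at 4 of 4 HOXD9B sites (-2.89 to -1.78). In H/LHR fish this held at 3 of 3 HOXD11B sites (-4.42 to -3.17) and at 6 of 6 HOXD9B sites (-4.98 to -2.17). In L/LHR fish the L share was lower at 7 of 8 HOXD9B sites, 3 of them with p under 0.05, and the changes ranged from -1.91 at 16028105 (exact test, p = 0.00567) to 0.62 at 16029138 (exact test, p = 0.272). Sites within a gene share reads and fish and are not independent.

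**Figure D2:**
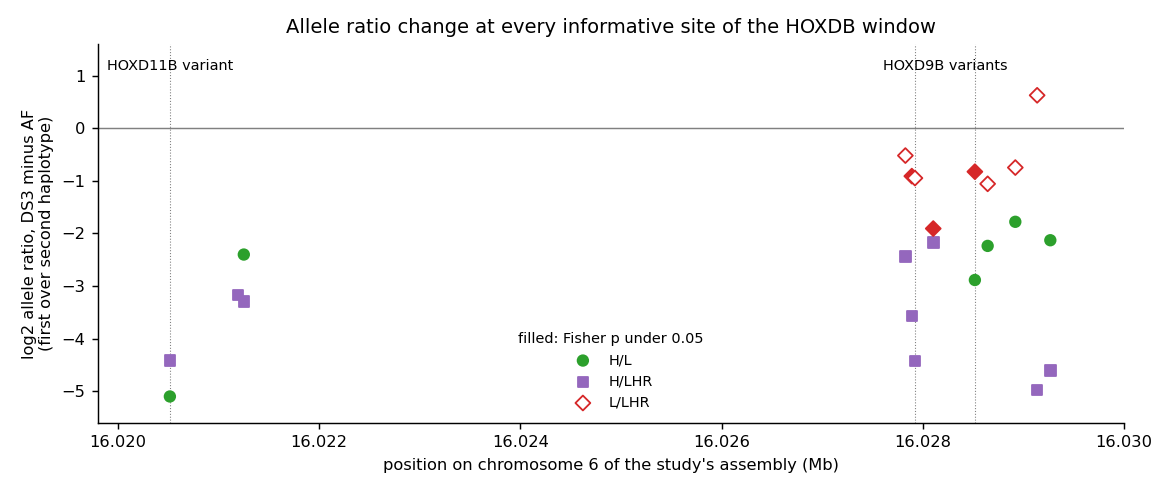
Change in log2 allele ratio between DS3 and AF (y axis) at each informative site along chromosome 6 (x axis, position in Mb) for the 3 genotypes, with filled symbols for p under 0.05 (Fisher's exact test) and dotted lines at the named variants. Changes in H/L and H/LHR fish lie between -5.10 and -1.78, and those in L/LHR fish lie between -1.91 and 0.62.

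The number of reads at a site, over both alleles, was compared along the body axis to give the expression behind each allele ratio, in reads at the variant per M allele-counted reads of the library (RPM). In AF the variant at 16020516 (HOXD11B) had 0.426 ± 0.142 RPM (SD, n = 11), the variant at 16027923 (HOXD9B) had 0.626 ± 0.226 and the variant at 16028519 (HOXD9B) had 0.867 ± 0.227. Against AF, 15 of 21 comparisons passed an adjusted p of 0.05 in a permutation test that flips the sign of the difference within each fish. In DS1 the means were 0.00308, 0.00233 and 0.00265 RPM, with a median of 0 at each variant. In DS2 they were 0.0462 ± 0.0625, 0.0656 ± 0.0621 and 0.114 ± 0.0837 (SD, n = 11). The level was lower than in AF in 11 of 11 fish for both tissues and each variant (permutation test, p = 9.77e-04, the smallest that 11 fish can give; adjusted p = 0.00228). In DSL the means were 1.53 ± 0.40, 1.71 ± 0.441 and 2.44 ± 0.753 (SD, n = 11), higher than in AF in 11 of 11 fish (adjusted p = 0.00228). In DS4 they were 0.822, 0.886 and 1.43 in 8 fish, and the exact adjusted p-values were 0.0137, 0.0137 and 0.0252. In Pter they were 0.673, 0.924 and 1.37, with adjusted p-values of 0.0465, 0.0293 and 0.0041. DS3, with means of 0.585, 0.597 and 0.973, and DF did not differ from AF by more than the spread between fish. These tests pooled the fish of all genotypes, so they cannot show a difference in level between genotypes, which was not tested. At the HOXD11B variant the level in DS3 was below that in AF in 3 of 11 fish, all of them H/L. The number of differences was 12 with the sites listed in every library as denominator and 16 with edgeR's TMM factors. It ranged from 12 to 15 when any 1 fish was left out.

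**Figure D3:**
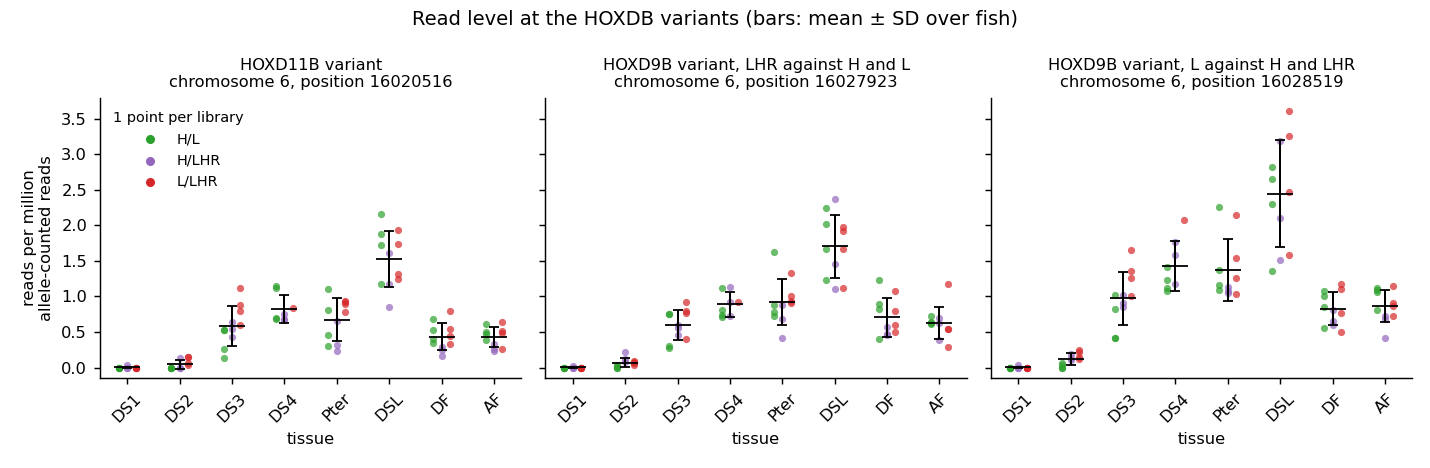
RPM (reads at a variant per M allele-counted reads) at each of the 3 named variants (y axis) by tissue (x axis), with a point for each library and black bars for the mean and SD over fish. Means rise from 0.00308, 0.00233 and 0.00265 in DS1 to 1.53, 1.71 and 2.44 in DSL.

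A scan over all heterozygous sites asked how many sites in the transcriptome change their allele ratio between DS3 and AF, the background for the HOXDB change. edgeR's quasi-likelihood test, with the fish of a genotype as replicates, called 1 of 8293 sites in H/L fish, 0 of 9350 in H/LHR fish and 1 of 6452 in L/LHR fish at a false discovery rate (FDR) of 0.05. At an unadjusted p under 0.05 the counts were 478, 326 and 322. DESeq2 called 30, 0 and 7 sites, and Fisher's exact test on the summed reads called 449, 311 and 396. With terms for the pairing of tissues within fish (replicate block), edgeR called 99, 115 and 75 sites, which merged into 23, 26 and 25 loci. The change at the site with the smallest p had the same direction in every fish at 23, 23 and 12 of these loci. With a fish left out, edgeR without the block called 0 sites in H/L fish without replicate 1 or 2, 3 without replicate 3 and 2 without replicate 4. It called 1 in H/LHR fish without replicate 3 and 0 without either of the others, and 3 in L/LHR fish without replicate 2 and 0 without any of the others. Log2 allele ratios, as deviations from the mean over fish of each tissue, were correlated across sites between tissues of the same fish in every pair (r of 0.13 to 0.436). The highest r between tissues of different fish was between -0.102 and 0.0192 in each scan. Subtracting the mean over so few fish lowers the r between different fish by construction, so those values do not show that different fish are unrelated. Sites are not independent replicates in these values.

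The site called in H/L fish without the block was chromosome 18 position 13980804. Its alternate allele had 0 of 121 reads in DS3, which allows up to 2.48%, against 37.4% of reads in AF. At the floor of 3 reads over the group, with the AF ratio taken as measured, its log2 change was -4.56. The ratio fell in 4 of 4 fish (edgeR FDR = 0.0309, and 7.34e-05 with the block). The call was lost when any 1 of the 4 fish was left out (edgeR FDR = 0.105 to 0.150). The site called in L/LHR fish was chromosome 19 position 2416828. Its alternate share fell from 13.1% in AF to 4.62% in DS3, a log2 change of -1.84 in the same direction in 4 of 4 fish (edgeR FDR = 0.0303; 3.32e-16 with the block). The call was lost without replicate 1 (FDR = 0.181), without replicate 3 (FDR = 0.0581) and without replicate 4 (FDR = 0.496). The site on chromosome 18 was heterozygous in all 11 fish, and so were 43 of the 51 loci called with the block in any genotype, each taken at its site with the smallest p.

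At the HOXDB variants the scan without the block gave FDR values of 0.167 (16020516) and 0.181 (16028519) in H/L fish. With the block these were 0.0486 and 0.0146. In H/LHR fish the values were 0.901 without and 0.00177 with the block at 16027923, and 1.00 and 0.0928 at 16020516. In L/LHR fish they were 1.00 and 0.789 at 16027923. The HOXDB locus ranked 12th of 23 loci called with the block in H/L fish and 8th of 26 in H/LHR fish, and it was not among the 25 called in L/LHR fish.

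In the other tissues edgeR without the block called 85 sites over 17 scans, in 5 of the scans. DS1 of H/L fish gave 61 of these, Pter of L/LHR fish 18, DS2 of L/LHR fish 4, DF of H/L fish 1 and DF of H/LHR fish 1. With the block 1376 sites were called in 15 of the 17 scans. Single fish decided most counts without the block. In DS1 of H/L fish 2 sites were called without replicate 1, 61 without replicate 2, 0 without replicate 3 and 42 without replicate 4. In Pter of L/LHR fish the counts were 16, 9, 5 and 3 without replicates 1, 2, 3 and 4. In DS2 of L/LHR fish 2 sites were called without replicate 1 and 0 without any other, and the call in DF was lost without any 1 H/L fish and without H/LHR replicate 2.

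The sites of the 3 scans with 1 or 4 calls are named here after their values were seen. In DF of H/L fish it was again chromosome 18 position 13980804, with 0 of 217 reads of the alternate allele (which allows up to 1.38%) against 37.4% in AF (edgeR FDR = 0.0179). In DF of H/LHR fish it was chromosome 17 position 6720879, with 2 of 2621 reads (0.0763%, interval 0.00924% to 0.275%) against 54.0% in AF (edgeR FDR = 2.52e-04). In DS2 of L/LHR fish the sites included chromosome 3 position 11384801, with an alternate share of 17.2% in DS2 and 0 of 573 reads in AF (which allows up to 0.524%; edgeR FDR = 0.00254). The neighbouring position 11384804 had 12.7% in DS2 and 1 of 602 reads in AF (0.166%, interval 0.00421% to 0.922%; edgeR FDR = 0.00254). At chromosome 19 position 2416828 the share was 5.30% in DS2 and 13.1% in AF (edgeR FDR = 0.0320), and at position 20856551 of the unplaced sequence it was 18.4% and 4.1% (edgeR FDR = 0.0462). Each change was in the same direction in every fish of its genotype. All of these sites except chromosome 19 position 2416828 were heterozygous in all 11 fish.

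**Figure D4:**
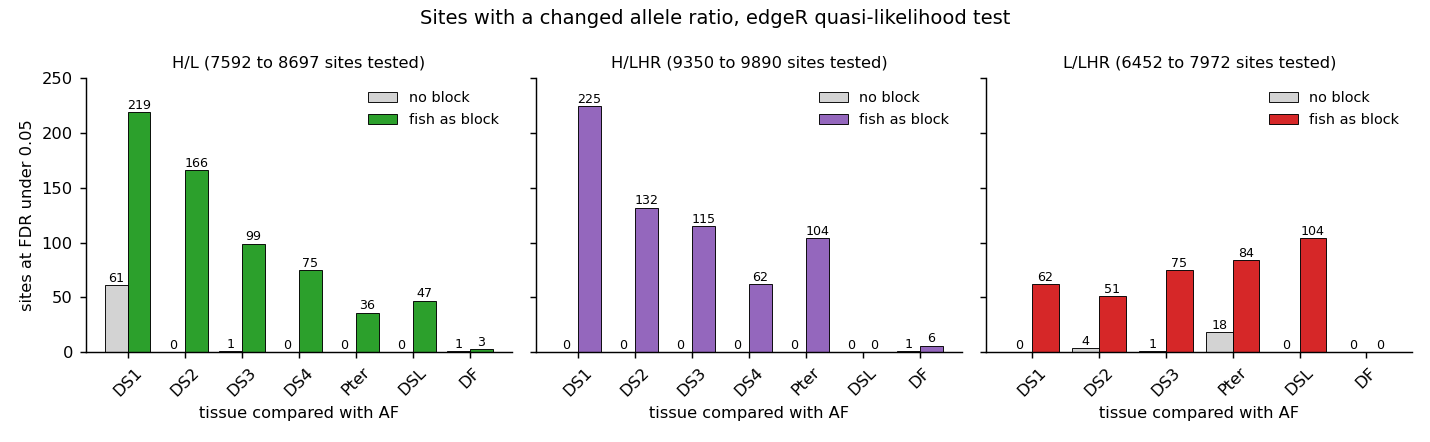
Number of sites past an FDR of 0.05 in edgeR (y axis) for each tissue against AF (x axis) and genotype, without and with a block for fish. Without the block the counts in DS3 were 1, 0 and 1, and with it they were 99, 115 and 75.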

Values the study reported

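For the comparison of DS3 with AF by Fisher's exact test, the study reports p = 3e-7 for HOXD9B and p = 9e-4 for HOXD11B in H/L fish. In H/LHR fish it reports p = 9e-8 for HOXD9B and p = 1e-3 for HOXD11B. In L/LHR fish it reports p = 0.08 for HOXD9B.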

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

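The tests in this part were chosen before their results were seen. In 46 groups of 4 samples, 6 had a sample set apart from the others by more than Dixon's 95% critical value, and chance alone gives about 2.3 such groups. DF of L/LHR replicate 3 held 44.2 M allele-counted reads, while the other 3 DF libraries of this genotype held 40.01 to 40.1 M. A few sites taking most of the counts is argued against. The 100 most covered sites took 5.36% of its reads, a smaller share than the 5.53% to 6.29% in the other libraries. The narrow range of the other libraries sets this one apart, and uneven loading of the sequencer stays open and was not tested. No biological explanation was tested.

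In DS4 of H/L replicate 3 the reads of the reference allele made up 57.9% at heterozygous sites, against 60.7% to 61.2% in the other 3 fish. This library is also one of the shallowest, with 2.69 M reads. A difference in depth could lead to other sites being counted, so the share was computed again over the 327 sites shared by the 4 libraries. The gap was then 0.786 of the whole range, under the critical value, but the share was 52.4% against 59.3% to 61.2%, a wider gap in percent. Depth and a property of this library cannot be told apart with so few shared sites, and no biological explanation was tested.

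L/LHR replicate 1 had a reference share of 62.9% in AF and 62.8% in DSL, against 61.9% in AF and 61.0% to 61.2% in DSL of the other 3 fish. A candidate explanation is that each fish is measured at its own heterozygous sites. Over 8331 sites shared by the 4 fish, its AF share was 64.4% against 64.4% to 64.6% in the others, and it was no longer set apart. The widest gap in AF, 0.75 of the range and under the critical value, was then that of replicate 2, as was the gap of 0.619 in DSL. This fish was in another genotype cluster than the other 3 L/LHR fish, which is in line with a variant set of its own. No biological explanation was tested.

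The HOXD11B allele ratio of H/L replicate 1 changed by -4.27 between AF and DS4, against -1.47 to -0.90 in the other 3 fish. The DS4 counts from H and L were 0 and 25 in replicate 1, 6 and 23 in replicate 2, 0 and 3 in replicate 3, and 3 and 18 in replicate 4. Few reads at the site may produce such a spread. An exact test of an equal H share over the 4 fish gave p = 0.0874, so sampling of reads was not excluded. A difference between fish of the same genotype stays open.

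The HOXD9B allele ratio of L/LHR replicate 3 changed by 1.27 between AF and DS2, against -3.18 to -2.61 in the other 3 fish. The DS2 counts from L and LHR were 0 and 1, 0 and 3, 2 and 0, and 0 and 2 in replicates 1 to 4. Few reads may explain this too, since an exact test of an equal share over the 4 fish gave p = 0.0714. At 8 reads over 4 fish the depth cannot show a difference between fish.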

How the results depend on the processing

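Alternatives chosen only after results were seen are those for the tissues other than DS3 (HOXDB tests and scans), the correction with the read-weighted reference share, and 0.5 in place of each fish's count of 0. The site-mean reference share behind the other correction was also settled after both shares had been seen. For the results that answer a comparison, 90 of 116 alternatives that keep all fish left direction and side of the threshold as they were, 4 fell short of the threshold, 5 came past it, 2 reversed the direction and 15 moved a count by more than 1.5 times. Of 62 that leave out a fish, 44 changed neither direction, side of the threshold nor count, 2 came past the threshold, 2 reversed and 14 moved a count. For single variants and sites, 72 of 87 alternatives that keep all fish changed neither direction nor side of the threshold, 4 fell short, 9 came past the threshold and 2 reversed. Leaving out a fish changed neither in 235 of 264, while 23 fell short and 6 reversed. For the HOXDB tests and scan totals of the tissues other than DS3, a replicate number was left out of every genotype at once. The threshold was applied to the p before adjustment for the DS3 tests of HOXDB, and after adjustment for the other tissues, read levels and scans.

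The fall of the H share in DS3 kept its direction under every alternative run. Log2 changes ranged from -3.39 to -1.78 for HOXD9B and -6.36 to -2.40 for HOXD11B in H/L fish, and from -5.06 to -2.17 and -5.55 to -3.17 in H/LHR fish. The alternative short of the threshold was the sign-flip test over fish as a replicate block (-2.84, -3.16, -3.77 and -3.29), which cannot pass 0.05 with 3 or 4 fish. Each was past it in the exact Mantel-Haenszel test over fish, in the beta-binomial test, with the other controls and without any 1 fish. Dividing by the read-weighted reference share gave -3.06, -5.50, -4.22 and -4.60. With 0.5 in place of each fish's count of 0 the changes were -2.79, -3.10, -4.10 and -3.42.

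The change in L/LHR fish was not stable. It came past 0.05 before adjustment at the sites 16027892 (-0.91), 16028105 (-1.91) and 16028519 (-0.83), and it was reversed at 16029138 (0.62). It ranged from -1.28 without replicate 1 (exact test, p = 0.0254) to -0.30 without replicate 4 (exact test, p = 0.697), and it passed without replicate 2 as well (exact test, p = 0.0409). The cause was not tested. The difference between H/LHR and L/LHR fish was past 0.05 with a pseudocount of 1 (-2.14; exact permutation test, p = 0.0286) and as a difference of odds ratios of the summed reads (-3.47, p = 0.00378, which takes reads as independent). It was -2.99 to -1.99 without any 1 fish, where too few arrangements of fish remain for the permutation test to pass 0.05. The HOXD11B difference between H/L and H/LHR fish was near 0 and reversed to -0.68 with summed odds ratios. It ranged from -0.43 without H/LHR replicate 2 to 0.54 without H/LHR replicate 3, and it was 1.27 with DF in place of AF (exact permutation test, p = 0.0571). Neither the value with summed odds ratios nor the one with DF passed 0.05. The values with a fish left out could not, for the same lack of arrangements.

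In the tissues other than DS3, the number of HOXDB calls was 2 with the exact Mantel-Haenszel test (replicate block) and 3 when the adjustment covered the tests with at least 12 reads alone, since fewer tests were adjusted for. It was 0 with 0.5 in place of each fish's count of 0. With a replicate number left out of every genotype, it ranged from 0 without replicate 3 to 2 without replicate 4. Read levels of DF and DS3 near AF changed sign. HOXD11B in DF was -1.86e-05 RPM with TMM factors and -0.0186 to 0.0267 with any 1 fish left out. HOXD9B at 16027923 in DS3 was 0.113 with TMM factors and -0.0950 to 0.0467 with any 1 fish left out. The differences in Pter for HOXD11B and for HOXD9B at 16027923 fell short of the threshold in 9 and 5 of 13 alternatives, and that of HOXD9B at 16028519 in DS4 in 3 of 13. HOXD11B in DS3 was past it with TMM factors (0.303, adjusted p = 0.0320). The differences in DS1, DS2 and DSL held under all 13 alternatives each.

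The scans depended most on how fish entered the test. For DS3 in H/L, H/LHR and L/LHR fish, edgeR called 99, 115 and 75 sites with the replicate block against 1, 0 and 1 without it. DESeq2 called 30 and 7 in H/L and L/LHR fish, and 0 in H/LHR fish as before. Fisher's exact test, which takes reads as independent, called 449, 311 and 396. A minimum of 20 reads gave 5 in H/L fish, and an FDR of 0.01 gave 0 in H/L and 0 in L/LHR fish. With a fish left out the counts ran from 0 (without replicate 1 or 2) to 3 (without replicate 3) in H/L fish, where 2 were called without replicate 4. They ran from 0 to 1 (without replicate 3) in H/LHR fish, and from 0 to 3 (without replicate 2) in L/LHR fish. The other tissue scans gave 1376 sites with the replicate block against 85. With a replicate number left out of every genotype that has it, they gave 8 (replicate 3), 25 (replicate 1), 51 (replicate 4) or 74 (replicate 2). In the simulated data the block also recovered more changed sites at the same depth, so the pairing of tissues within fish accounts for part of the difference in calls.

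Depth limits the HOXDB results. At the variant tested for each gene and genotype, DS1 and DS2 had 0 to 15 reads summed over fish, and the minimum of 12 reads for a call was reached for HOXD9B in DS2 of H/LHR fish alone. A share of 0 of 41 reads in DS3 still allows 7.32%.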

Other observations

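The counts over other splits of the samples were chosen after the scans were seen, while the tests of shared reads and mapping bias were chosen before their own results. The test of shared reads within each genotype was added after the first one was seen, and the test of sites that are not heterozygous in all fish was added once the first test of mapping bias was known. The tests with 0.5 in place of each count of 0 per fish were added after the results were seen. For the scans without the block, each split of the libraries of a tissue and AF into groups of the same size was counted, the real one included. In DS1 of H/L fish 1 of the 35 splits, the real one, gave as many sites as the 61 called, but these splits ignore the pairing of tissues within fish, and the count was 2 without replicate 1 and 0 without replicate 3. Chance was therefore not excluded. In DS3, 7 of 35 splits gave as many sites in H/L fish and 7 of 35 in L/LHR fish, so the number of calls does not exclude chance in either. This says nothing against the called sites themselves, which had edgeR FDR values of 7.34e-05 and 3.32e-16 with the block. Chance was not excluded for the counts in DF of H/L fish (5 of 35), in DS2 of L/LHR fish (4 of 35) and in Pter of L/LHR fish (2 of 35). In H/LHR fish 10 splits exist and the share cannot go under 0.1, with 2 of 10 in DF. For scans with 0 calls every split gives as many by construction (35 of 35, or 10 of 10 in H/LHR fish), which tests nothing.

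Splits that keep both libraries of each fish together gave up to 62 sites in DS3 of H/L fish and up to 156 in DF of H/L fish, so they measure differences between fish. Compared with the splits that part every pair, as the real one does, 3 of 8 gave as many sites in DS3 of H/L fish and 2 of 8 in DS3 of L/LHR fish. In DS1 and DF of H/L fish and in DS2 and Pter of L/LHR fish it was 1 of 8, the real one. With fish as a block, the real split gave the most sites in DS3, as 1 of 8 in H/L fish (at most 4 in the others), 1 of 4 in H/LHR fish (0 in the others) and 1 of 8 in L/LHR fish (up to 52 in another). So few swaps cannot exclude chance at 0.05.

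Of the 51 loci called between DS3 and AF with fish as a block, 43 (84.3%) were heterozygous in all 11 fish at their site with the smallest p. Among uncalled loci of the same depth the share was 28.4% (15.7% to 41.2% over 10000 draws; permutation p = 0.0001, the smallest these draws can give). This comparison favours loci tested in several genotypes, since a site is tested where it is heterozygous in each fish of a genotype. Within each genotype, against uncalled loci of the same depth and number of tested sites, the difference was smaller. Loci here merge all tested sites within 10 kb, called or not, which joins a pair of called L/LHR loci on the unplaced sequence. Summed over genotypes, 60 of 73 called loci (82.2%) were heterozygous in all 11 fish, against 62.5% (52.1% to 72.6%; permutation p = 0.0002), and loci called in several genotypes count more than once in this sum. The shares were 87.0% against 61.6% in H/L fish (permutation p = 0.0067), 76.9% against 51.0% in H/LHR fish (permutation p = 0.0058) and 83.3% against 75.9% in L/LHR fish (permutation p = 0.263). Reads shared between paralogs are a candidate explanation for part of these loci in H/L and H/LHR fish, since a difference between copies is found in every fish, and in L/LHR fish no excess was detectable. This test cannot speak to the HOXDB locus, whose variants were chosen because they are homozygous in 1 of the genotypes. Changes between true alleles stay open for all of these loci, since no genome sequence was at hand to search for copies.

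In AF of H/L fish the reference allele, carried by L, made up 70.5% (59.1% to 80.3%) of reads at the HOXD11B variant, an H share below one of equal expression. Mapping bias to the reference may explain part of it. The other 8944 heterozygous sites had a mean reference share of 61.8% (median 61.8%), and the 4219 sites not heterozygous in all fish had a mean of 60.3% (median 55.6%), against 63.2% at the 4725 sites that were. The interval at HOXD11B includes both means. A test at sites with other variants within 150 bp was void, because the HOXD11B variant has 0 heterozygous neighbours at that distance, so every site had at least as many and the mean was the same 61.8%. A cis difference between H and L in AF stays open as well. Dividing by the reference share of each library left the HOXD11B change in DS3 of H/L fish past 0.05.

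The p-value found here for HOXD9B in H/L fish was 5.20e-08 (Fisher's exact test). It is lower than the one the study reports. For HOXD11B in H/L fish it was 1.80e-05 (Fisher's exact test). It is also lower than the reported one. For HOXD11B in H/LHR fish the value was 3.08e-04 (Fisher's exact test). This too is lower than in the study. For HOXD9B in L/LHR fish it was 0.0527 (Fisher's exact test). It is lower than the reported value and on the same side of 0.05. For HOXD9B in H/LHR fish the values were the same after rounding. The study describes replacing allele counts of 0 with 0.5 in its Gasterosteus data. With 0.5 in place of each fish's count of 0 before summing, and the sums rounded, Fisher's exact test gave p = 2.72e-07 for HOXD9B and 8.82e-04 for HOXD11B in H/L fish. It gave 8.94e-08 for HOXD9B and 0.00117 for HOXD11B in H/LHR fish, and 0.0754 for HOXD9B in L/LHR fish. These are the same as the reported values after rounding to 1 digit, so this step is a candidate source of the differences. No call in DS3 changed with it.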
